A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Synthetic reversed sequences reveal default genomic states" (2024).

How the data were processed

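CAGE-seq was performed on RNA from 8 yeast cultures in mid-log growth, and the resulting transcription start site peaks are the data used here. Strains were grouped by the sample titles into HPRT1 episome, HPRT1 integrated, HPRT1R episome and HPRT1R integrated, with 2 replicates each. Episome strains were grown in SC-Leu and integrated strains in YPD, so that the effect of medium and the effect of genomic context are not separable in this design.

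The study's methods state that only the 5′ read of each pair was aligned, with bowtie2, to the sacCer3 genome with the synthetic sequence added. Peaks were then called by the authors with macs2, separately for each library and each strand, without a control library and with duplicate reads kept. Replicates were not pooled. The assumed genome size was 12000000 bp. Each library was deposited as 4 peak lists, which makes 32 lists. These are the forward and reverse lists from a reference that held the locus in its vector as a separate sequence, and those from a reference that held the locus within chromosome XI.

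Each list gives 4 kinds of measurement beside the peak positions. The score deposited by the authors equals the whole part of 10 times −log10 q in 51526 of 51527 peaks. The fold enrichment deposited by the authors is a ratio of the summit pileup to the local background, each with 1 added. The −log10 p and −log10 q values deposited by the authors come from the Poisson test of macs2 at each summit. The lowest −log10 q was 1.30. Peaks were 200 bp wide or wider, with a median of 208 bp, and lists held 1382 to 1888 peaks. Fold enrichments lay between 1.21 and 49.99. The highest possible value is close to 50, because a background taken over 10 kb contains the peak itself, so that folds near 50 are at their ceiling.

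No read counts are given in the lists. The pileup and background of each peak were therefore solved from the fold and the Poisson p, assuming the macs2 defaults of a 200 bp extension and a background that is the higher of the genome-wide level and that over 10 kb. Of the 45253 peaks with a pileup under 2000, 100% came out within 0.05 of a whole number. The lowest background in a list then gives the number of aligned reads on that strand. This step was chosen after the lists had been examined. Peak height is given as the pileup per 1000000 aligned reads of the library over both strands (RPM). By this estimate, in units of 1000000 aligned reads (M), libraries had 6.48 to 8.85 M reads, with 2.46 to 3.16 M on the forward strand and 4.02 to 5.69 M on the reverse strand. The lowest pileup called lay between 61 and 75 reads on the forward strand and between 93 and 125 reads on the reverse strand. Sites with fewer reads are therefore not represented. Reads carried no molecular identifiers, so binomial intervals cover counting error only.

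Chromosome lengths and gene positions were taken from the R64 assembly, the RefSeq equivalent of sacCer3. Build identity was checked by comparing peak positions with chromosome lengths, and all peaks on the unmodified chromosomes ended within them. On each chromosome, 36.3% to 42.1% of genes had a peak at their start. The length of the synthetic locus was taken from the study's methods. The position of the locus in the modified chromosome was derived from peaks of the same library called on both references. It began after base 146350 of chromosome XI, and the chromosome was lengthened by 100578 bp. Native sequence right of the insertion was shifted back by this amount where both references were compared. The annotation of the human gene within the locus was not used here.

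For the main results, lists called on the separate sequence were used for episome libraries and lists called on the modified chromosome XI for integrated libraries. For native gene starts and for native regions called in a single context, the lists called on the separate sequence were used for all 8 libraries. Peaks were placed by their 5′ ends. Native density was the mean over sliding windows of 100 kb with a step of 10 kb on the nuclear chromosomes, leaving out windows with synthetic sequence. This gave 1056 windows on the separate reference and 1046 on the modified one. Relative density was the number of locus peaks per 100 kb divided by that mean, and was analysed on the log2 scale. It was tested against 1 over 8 libraries by an exact two-sided permutation of signs with 256 patterns, for which the smallest p is 0.00781. Loci and contexts were compared over 4 against 4 libraries by an exact two-sided permutation test with 70 splits and a smallest p of 0.0286. The central part of the locus was set at 30 to 70 kb from its start, a round interval from general knowledge of the human gene that was not tied to its annotated position. It was compared with the remainder by the same sign test, as was the share of peaks on the forward strand in the locus with that in the native genome. These 5 planned tests were adjusted together by the Benjamini-Hochberg method. Every library carries HPRT1 or HPRT1R, so p-values over libraries do not cover the spread between sequences.

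Shared peaks overlapped by at least 1 bp on the same strand, and shares were averaged over both directions of a pair. They were compared with 1000 random rotations of 1 list within the locus. Peaks called in all 4 libraries of a locus were merged to regions. HPRT1R regions were mirrored onto HPRT1 and counted as coinciding when their 5′ ends lay within 200 bp. A gene had a start peak when the 5′ end of a peak on its strand fell between 300 bp upstream and 50 bp downstream of the start codon. The random level was taken from 100 shifts of the peaks. Native regions called in all 4 libraries of a context and in none of the other context were counted, and this count was repeated for the 35 splits of the 8 libraries into 4 and 4.

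Items named individually were fixed by rule. For each locus these were the 3 regions called in all 4 libraries with the highest median fold. For the native genome these were ACT1, TDH3 and PGK1 as strongly transcribed genes, LEU2, URA3, HIS3 and MET17 as genes deleted wholly or in part in BY4741, the 2 protein-coding genes on each side of the insertion, and the windows with the most and the fewest peaks. Other genes and regions named below were picked after their values were seen.

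The tests, the rule for names and most alternatives were fixed before the data were examined. Alternatives were the reference used for calling, the placement of peaks, the native average, minimum −log10 q values of 5 and 20, a minimum fold of 4, the 2000 strongest peaks per strand, peaks also called in the other replicate, merging of peaks under 500 bp apart, single strands, overlap criteria, limits of the central part and of the gene start, permutation within the other factor, the replicate number as a block, and leaving out each library. After the data had been examined, 5 more were added: a common minimum height of 14.6 RPM for both strands, peaks wider than 200 bp, native regions without repeated sequence, in which at least 50% of 25-base words occur more than once in the nuclear genome, native regions without that at LEU2, and native regions without both.

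Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The counting steps were tested on simulated data. In 200 simulated lists with a relative density of 3, the mean recovered was 2.98 with an SD of 0.362, a simulated share of 70% was recovered as 70%, and all 500 simulated pileups were recovered exactly.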

Results

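CAGE-seq, in which the capped 5′ ends of RNA are captured and sequenced, was used to map transcription start sites in 8 libraries of Saccharomyces cerevisiae. Strains were derived from BY4741, a laboratory strain that lacks HIS3, LEU2, MET17 and URA3 wholly or in part. They carried a synthetic locus of about 100 kb, which was either HPRT1, a human genomic sequence, or HPRT1R, the same sequence read backwards without complementing it. Each locus was present either as an episome, a yeast artificial chromosome separate from the native chromosomes, or integrated into chromosome XI. There were 2 replicate libraries for each of the 4 combinations. Episome strains were cultured without leucine to retain the vector, and integrated strains in rich medium.

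Depth was recovered from the peak statistics and is given in units of 1000000 aligned reads (M). The HPRT1 episome libraries had 8.05 and 7.27 M in replicates 1 and 2, and the HPRT1 integrated libraries had 7.75 and 7.28 M. For HPRT1R, the episome libraries had 8.85 and 6.48 M and the integrated libraries 7.86 and 7.05 M. Between 35.6% and 39.7% of reads lay on the forward strand. Over both strands, 3106 to 3488 peaks were called per library.

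The first comparison asked whether foreign DNA without yeast genes carries start sites at the density of the native genome. The synthetic locus held 93.4 ± 5.32 peaks per 100 kb (SD, n = 8), and native windows of 100 kb held 26.7 ± 1.14 peaks (SD, n = 8). The mean relative density was 3.50 ± 0.232 (SD, n = 8), with a geometric mean of 3.49. This differed from 1 in an exact two-sided permutation test of signs over 8 libraries (p = 0.00781, the smallest this test can give; adjusted over the 5 planned tests, 0.0391). Relative density was 3.59 ± 0.00615 in HPRT1 episome, 3.36 ± 0.110 in HPRT1 integrated, 3.72 ± 0.380 in HPRT1R episome and 3.35 ± 0.143 in HPRT1R integrated libraries (SD, n = 2 each). No native window reached the density of the locus in any library. The geometric mean was lowest, at 2.86, when peaks under 500 bp apart were merged, and highest, at 4.33, when only peaks wider than 200 bp were counted, a setting added after the data had been examined.

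**Figure D1:**
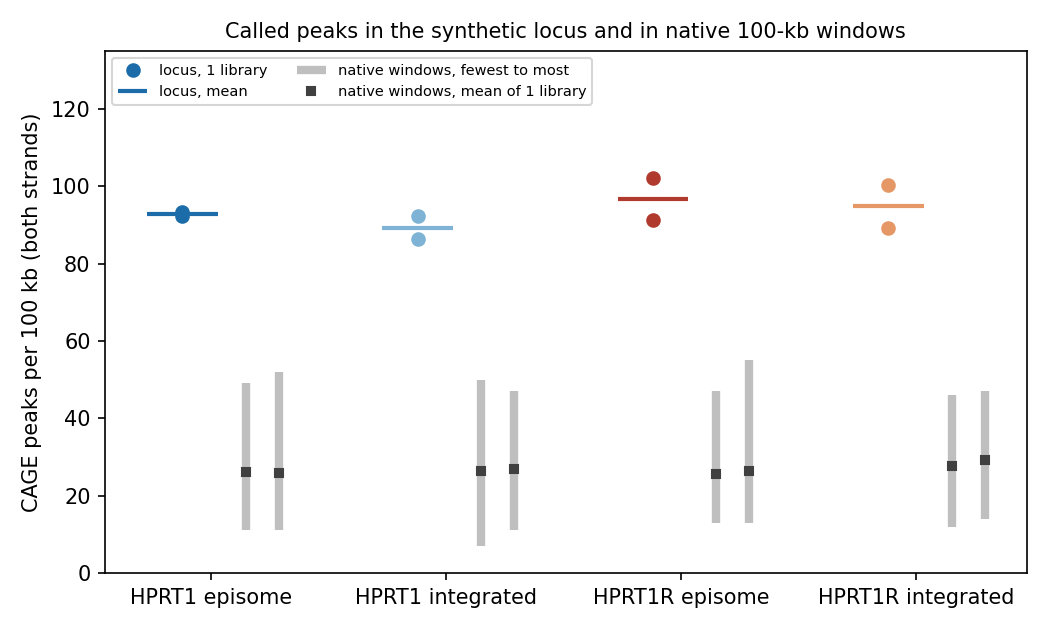
Called peaks per 100 kb, both strands together, for the 4 groups of libraries. Coloured points are the locus in single libraries and coloured lines are group means of 2 libraries; dark squares are the mean of native windows in each library and grey bars run from the window with the fewest peaks to that with the most. The locus lies above the densest native window in all 8 libraries.

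The native window with the most peaks on average was chromosome XII from 420001 to 520000 in R64 coordinates, with 47.8 ± 3.65 peaks (SD, n = 8) over 54 protein-coding genes. The window with the fewest was chromosome XV from 910001 to 1010000, with 13.1 ± 3.60 peaks (SD, n = 8) over 38 protein-coding genes.

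Reversing the locus was examined next, since HPRT1R keeps base composition but not the human sequence. Relative density in HPRT1R was 1.02 times that in HPRT1, a difference smaller than the spread between libraries (exact two-sided permutation test, n = 4 and 4, p = 0.800; adjusted, 0.800). HPRT1 libraries had a mean relative density of 3.47 ± 0.147 and HPRT1R libraries 3.53 ± 0.318 (SD, n = 4 each). The ratio fell below 1 on the forward strand alone (0.958), without HPRT1 integrated replicate 1 (0.996) and without HPRT1R episome replicate 1 (0.974). It was 1.08 on the reverse strand alone and with a minimum fold of 4 (exact permutation p = 0.257 and 0.486). HPRT1R over HPRT1 was 1.03 in the episome and 0.997 in the integrated context. These ratios did not differ detectably between contexts by exact two-sided permutation (p = 0.778 with contexts relabelled within a locus and 0.722 with loci relabelled within a context; smallest possible 0.0556, n = 2 per group).

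Genomic context was compared in the same way. Relative density was 3.65 ± 0.233 in episome and 3.35 ± 0.104 in integrated libraries (SD, n = 4 each), a ratio of 1.09 of their geometric means (exact two-sided permutation test, p = 0.0286, the smallest this test can give; adjusted, 0.0476). Locus density alone was 94.8 ± 5.03 and 92.1 ± 5.98 peaks per 100 kb, and native density was 26.0 ± 0.367 and 27.5 ± 1.19 in the same libraries. The direction was the same under all alternatives, but the p-value was not. It was above 0.05 without HPRT1R episome replicate 1 (1.06), HPRT1R integrated replicate 1 (1.08) or replicate 2 (1.10), or HPRT1 integrated replicate 1 (1.08) or replicate 2 (1.10), with permutation p from 0.0571 to 0.114. It was also above 0.05 on the forward strand alone (1.07, exact p = 0.171), and the ratio was highest for peaks wider than 200 bp (1.42, exact p = 0.0286).

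Over all libraries of a locus, HPRT1 peaks merged to 140 regions, of which 43 were called in all 4 libraries, and HPRT1R peaks to 143 regions, of which 53 were called in all 4. Positions below count from the start of the locus, followed by the position in the modified chromosome XI. Folds are the authors' values over 4 libraries. In HPRT1, the region with the highest median fold was on the forward strand at 56404–56745 (XI 202754–203095), with a median of 49.3 and a mean of 48.9 ± 0.893 (SD, n = 4). A reverse-strand region at 50346–50737 (XI 196696–197087) had a median fold of 47.6 and a mean of 47.4 ± 0.370. Both values were close to the ceiling of 50. A forward region at 39666–40021 (XI 186016–186371) had folds from 17.5 to 40.5 (SD 10.0). In HPRT1R, a forward region at 88539–88803 (XI 234889–235153) had a median of 35.5 and a mean of 36.2 ± 3.91. A reverse region at 52154–52453 (XI 198504–198803) had a median of 31.9 and a mean of 33.0 ± 5.22. A forward region at 67762–68330 (XI 214112–214680) had a median of 27.0 and a mean of 25.6 ± 9.96. No gene annotation of the human sequence was used to place these regions.

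To ask whether the same sites were used in each culture, peak positions were compared between libraries. Replicates shared 74.7 ± 6.10% of their locus peaks (SD, n = 4 pairs; 69.0% to 81.9%). Native peaks of the same pairs were shared at 67.2 ± 1.28%. Rotating 1 list within the locus gave median shares of 24.2% to 29.8% and at most 42.1% in 1000 rotations per pair. Requiring 5′ ends within 50 bp lowered the replicate share most, to 52.2%. Between episome and integrated libraries of the same locus, 69.7 ± 5.09% of locus peaks were shared (SD, n = 8 pairs; 59.9% to 74.7%), against 66.7 ± 1.25% of native peaks and at most 45.3% after rotation. The value was 68.0 ± 6.72% for HPRT1 and 71.4 ± 2.71% for HPRT1R (SD, n = 4 pairs each, which reuse libraries and are not independent).

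**Figure D2:**
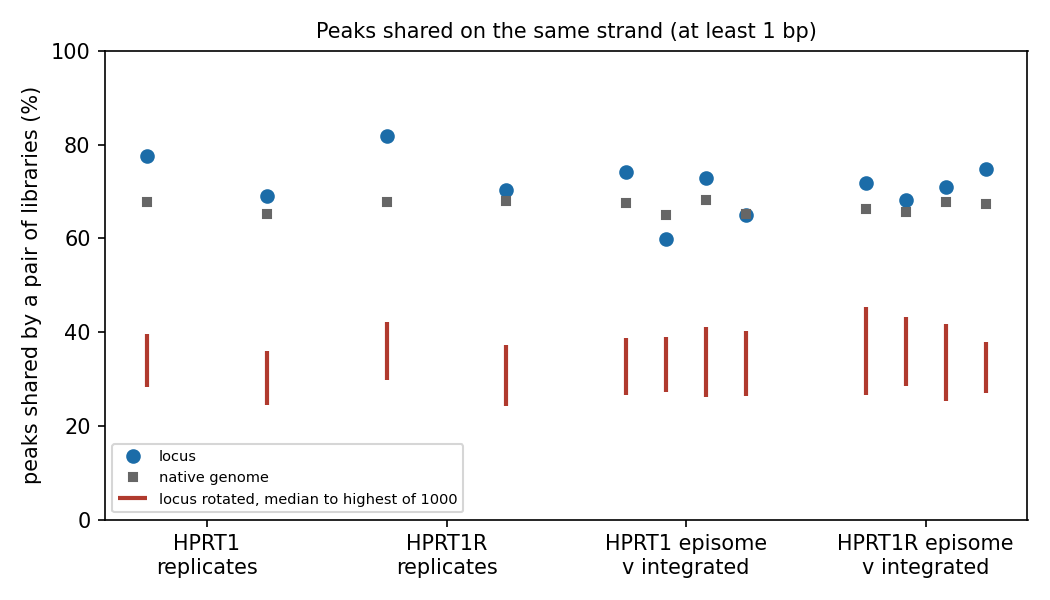
Percent of peaks shared by a pair of libraries, for 4 replicate pairs and for 8 pairs of an episome and an integrated library. Blue points are locus peaks, grey squares are native peaks and red lines run from the median to the highest of 1000 rotations of 1 list within the locus. Every locus value, from 59.9% to 81.9%, lies above the rotations, which reach 45.3%.

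The study described RNA-seq and CAGE-seq signals, not peak numbers, as apparently depleted in general around the HPRT1 transcription unit and the matching part of HPRT1R. The transcription unit was not placed here. Peak density in a round central interval, 30 to 70 kb from the locus start, was compared with the outer parts. How far this interval covers the unit was not checked, so the ratio cannot be taken as density at the unit itself. The central density was 0.891 times the outer density over all libraries, which did not pass the threshold (exact two-sided sign permutation test, n = 8, p = 0.180; adjusted, 0.225). The ratio was 0.918 ± 0.324 in HPRT1 and 0.904 ± 0.0959 in HPRT1R (SD, n = 4 each; exact permutation p = 0.5 and 0.25, smallest possible 0.125). The loci did not differ detectably (exact permutation p = 0.914, n = 4 and 4). HPRT1 episome replicate 1 had a ratio of 1.39 and HPRT1R episome replicate 1 of 1.05, and the other 6 libraries were below 1. Without HPRT1 episome replicate 1 the ratio was 0.836 (exact permutation p = 0.0313), so that this library decided the call. With a minimum −log10 q of 20 the ratio was 0.825 (exact p = 0.0469), for peaks also called in the other replicate 0.813 (exact p = 0.0234), and for peaks wider than 200 bp 0.812 (exact p = 0.0156). It came close to 1 with a minimum fold of 4 (0.982, exact p = 0.773) and on the reverse strand alone (0.974, exact p = 0.758). On the forward strand alone it was 0.815 (exact p = 0.0703). The lower central density thus depended on which peaks were counted. In bins of 10 kb, HPRT1 was lowest from 50 to 60 kb with 6.25 ± 1.71 peaks, and HPRT1R was lowest outside the central part, from 80 to 90 kb, with 5.50 ± 1.00 peaks (SD, n = 4 each).

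**Figure D3:**
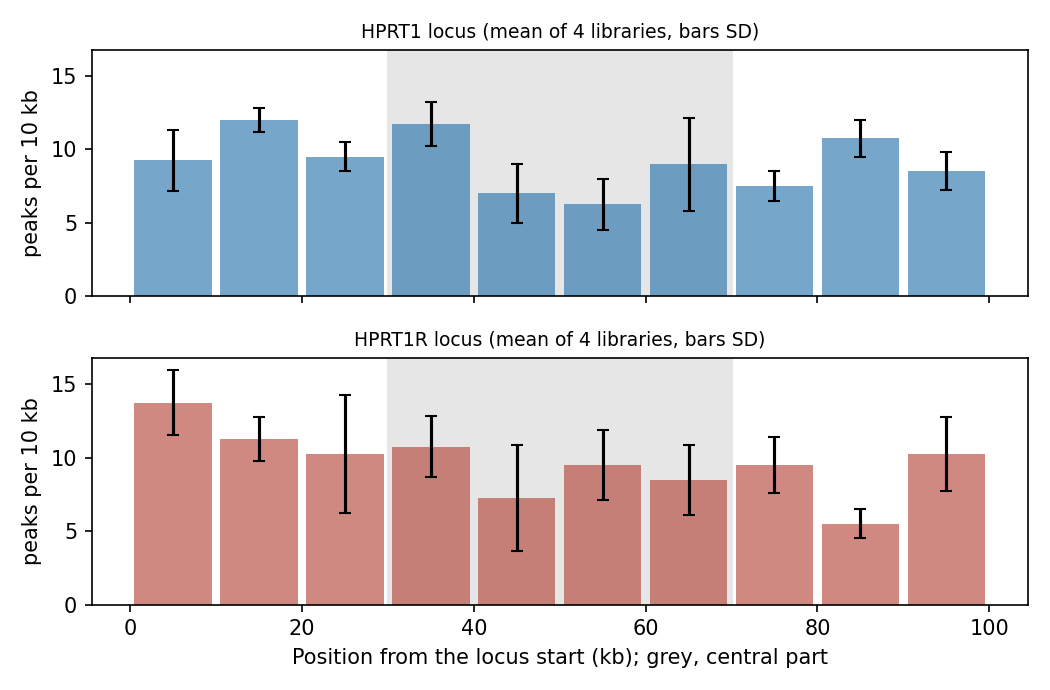
Mean number of peaks on both strands in bins of 10 kb along HPRT1 and HPRT1R, counted from the start of each locus in kb. Bars are means of 4 libraries, error bars are SD and the grey area is the central part from 30 to 70 kb. Bins hold 5.50 to 13.75 peaks on average.

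The orientation of start sites was compared with that in the native genome. On average 51.2 ± 2.43% of locus peaks and 54.7 ± 1.34% of native peaks were on the forward strand (SD, n = 8). The locus share differed from the native share by −3.56 percentage points (exact two-sided sign permutation test, n = 8, p = 0.0234; adjusted, 0.0476). The 95% Clopper-Pearson interval of the locus share included both 50% and the native share of the same library in each of the 8 libraries. The sign test covers the spread between libraries, which carry the same sequences, and not the sampling of sites. The difference was thus not shown to exceed that sampling. With 1 minimum height for both strands, set after the data had been examined, the shares were 49.5% and 51.5%, and the difference was −1.93 points (exact permutation p = 0.0859). With a minimum fold of 4 the difference was largest, at −6.92 points (exact permutation p = 0.0234).

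Because HPRT1R is HPRT1 in reverse order, start sites set by local base composition would fall at mirrored positions. Of the 53 HPRT1R regions called in all 4 libraries, 11 coincided with a mirrored HPRT1 region, or 20.8% (95% Clopper-Pearson interval 10.8% to 34.1%). The median of 1000 rotations was 15.1%, and 831 rotations gave a lower share, so that the overlap was not distinguishable from random placement. Counting regions called in at least 1 library moved the share most, to 51.7%, and 935 of 1000 rotations were lower.

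Native gene starts served to check what the peaks mark. Of 6002 protein-coding genes, 39.7 ± 1.59% had a start peak (SD, n = 8; 38.4% to 43.1%), compared with 4.49% after random shifts of the peaks. At the start of a gene lay 75.4 ± 1.46% of native peaks. A start peak was called in all 8 libraries for 1190 genes and in none for 2159 genes. A minimum fold of 4 lowered the share most, to 27.4%.

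Among genes named in advance, TDH3 (VII 882812–883810, R64) had a start peak in all 8 libraries, with a mean fold of 49.7 ± 0.0853, and PGK1 (III 137746–138996) likewise, with 50.0 ± 0.0420 (SD, n = 8). No peak was called at the start of ACT1 (VI 53260–54696), whose first coding exon is 10 bp long, in any library. Of the genes deleted wholly or in part in BY4741, URA3 (V 116167–116970) and MET17 (XII 732542–733876) had no start peak. LEU2 (III 91324–92418), which is also the marker of the episome vector, had one in 4 of 4 episome and 0 of 4 integrated libraries (fold 25.4 ± 6.11, SD, n = 4). HIS3 (XV 721946–722608) had one in 4 episome and 2 integrated libraries (fold 13.3 ± 11.3, SD, n = 6). Left of the insertion, PIR1 (XI 141794–142819) had a start peak in all 8 libraries (fold 14.9 ± 5.16) and PIR3 (XI 144401–145378) in 4 episome and 2 integrated libraries (fold 9.43 ± 5.17). Right of it, YKL162C (XI 147630–148838) and KDX1 (XI 149386–150687) had none.

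Native peaks were also compared between contexts. Peaks of all libraries merged to 6963 native regions, of which 1284 were called in all 8 libraries and 2757 in a single library. Only 24 regions, or 0.345%, were called in all 4 libraries of a context and in none of the other, 10 in episome and 14 in integrated libraries. The same count was 10 between the loci and 9 between the replicate numbers, and the highest of all other splits gave 21. Of the 24 regions, 5 were mostly repeated sequence, and without them 19 were left. Counting the real one, 3 of the 35 splits then gave as many. The episome regions with the highest fold were at SNZ1 (XIII 458344–458600, median fold 45.9), LEU2 (III 91293–91902, 27.7) and ARG1 (XV 219130–219350, 20.9). LEU2 is deleted in BY4741 and carried by the episome vector, so reads of the vector copy are a candidate source of its region. The region was therefore not counted as native signal in a further count, which gave 23 regions, or 18 without repeated sequence. Among the integrated regions, the highest fold was at HAM1 (X 569210–569451, 6.45). These 4 were picked by their fold after it was seen.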

Values the study reported

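For each of the synthetic loci, the study gave a number of CAGE-seq peaks per 100 kb about 3 times that of the average over the yeast genome. Reads were 75 bp long and sequenced in pairs. Libraries started from 5 μg of RNA and were amplified over 20 PCR cycles.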

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

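The recovery of peak heights, the second of both permutations of the height difference, the ratio over all vector peaks, the test of the single vector peak and the comparison of region folds with a common factor were chosen after the values had been seen.

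Peaks were called on the vector backbone, which the comparisons above leave out. Episome libraries had 13.25 ± 2.36 vector peaks and integrated libraries 0.25 ± 0.5 (SD, n = 4 each), as the presence or absence of the vector in these strains would give. No other technical or biological explanation was tested for this difference.

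The exception was 1 vector peak in HPRT1 integrated replicate 2, on the reverse strand at 108944–109143 of the separate sequence, with a fold of 1.85 and a height of 19.1 reads per 1000000 aligned reads (RPM). Reads or cells of an episome strain in this library would first show the tallest vector peaks, which reach 513 RPM. Instead the peak overlapped a vector peak in 0 of 4 episome libraries, which argues against reads of an episome strain as its source. It was 200 bp wide, the width given by reads from 1 position. Whether it comes from a stack of duplicate reads or from sequence similar to the native genome remains open, and neither was tested.

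Peak height in the locus relative to native peaks differed between the loci in opposite directions in the 2 contexts. The median locus height over the median native height was 2.72 and 3.19 in HPRT1 episome, 4.43 and 4.72 in HPRT1R episome, 1.18 and 1.17 in HPRT1 integrated, and 0.987 and 1.06 in HPRT1R integrated libraries. HPRT1R over HPRT1 was thus 1.55 in the episome and 0.869 in the integrated context, and these ratios differed by a factor of 1.78. Permuting contexts within a locus gave p = 0.556, and permuting loci within a context gave p = 0.0556, the smallest possible (exact two-sided permutation tests, n = 2 per group). The first permutation mixes the large difference between contexts into its spread. Neither passed 0.05. If HPRT1R episomes were present in more copies, the vector on the same molecule would be raised as well. The 7 vector regions called in all 4 episome libraries had a median ratio of 1.23 of HPRT1R over HPRT1 (0.861 to 1.64), and 5 of 7 were taller in HPRT1R. Over all vector peaks called, the median height over the native median was 1.58 and 1.75 in HPRT1 episome and 1.91 and 3.12 in HPRT1R episome libraries, a ratio of 1.47, close to that of the locus. The larger value rests on different peaks in each library and on HPRT1R episome replicate 2. More copies of the HPRT1R episome thus remain open, and with 7 shared regions and 2 libraries per group a difference in copies cannot be told apart from a difference in transcription of the loci in the peak lists. The study estimated copy number of the loci from DNA sequencing, and those estimates were not used here. Library size was not ordered in this way, since the HPRT1R episome libraries were the deepest and the shallowest of all (8.85 and 6.48 M reads).

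Over both loci, relative locus height was 3.35 times higher in episome than in integrated libraries (exact two-sided permutation test, n = 4 and 4, p = 0.0286, the smallest possible), while relative peak density differed by a factor of 1.09. In episome libraries the median background under locus peaks was 2.74 to 3.96 times that under native peaks. In integrated libraries it was 1 to 1.44 times. A higher background raises the height needed for a call. Weak sites of the episome may thus be missed, and the factor of 1.09 may be too low. Under the alternatives this factor was 1.06 to 1.42. Among regions called in all 4 libraries, the median fold of height, episome over integrated, was 2.72 in HPRT1, with 39 of 43 regions taller in the episome, and 4.58 in HPRT1R, with 53 of 53. A common factor, such as more episomes than chromosomes per cell, predicts about the same fold at all regions. The SD of the log2 fold over regions was 1.82 to 1.92 times that between replicates in HPRT1 and 1.63 to 1.91 times in HPRT1R, depending on how replicates of both contexts were paired. For native regions it was 1.29 to 1.37 times. This argues against a common factor as the whole cause. A common factor together with changes of single regions, as native regions also show, remains open. Culture medium changed together with context. Of the 1284 native regions called in all 8 libraries, 10 (0.779%) were raised in the episome libraries by at least the smaller locus fold. Such an increase was rare among these regions. The set leaves out native regions called in episome libraries only, such as those at SNZ1 and ARG1, and may thus understate the response to the medium. How foreign sequence responds to the medium is not known from native regions, so medium and context cannot be told apart. A biological effect of context, such as another chromatin state, was not tested here. In the study, ATAC-seq coverage, a measure of chromatin accessibility, was higher over episomal than over integrated loci, also after correction for estimated copy number. Those data were not used here.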

How the results depend on the processing

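The relative density of the synthetic locus kept its direction and its side of the threshold under all 23 alternatives, between 2.86 and 4.33, and between 3.43 and 3.53 when libraries were left out 1 at a time. Taking the 2000 strongest peaks per strand changed nothing, since no list was that long. The common minimum height, peaks wider than 200 bp and the removal of repeats and of LEU2 were chosen after the data had been examined, as were the tests that use them.

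HPRT1R over HPRT1 stayed without a detectable difference under all 25 alternatives (0.958 to 1.08, permutation p from 0.257 to 1). It reversed from 1.02 to 0.958 on the forward strand, whereas it was 1.08 on the reverse strand (exact permutation p = 0.257). It lay between 0.974 and 1.04 when libraries were left out. It was below 1 without HPRT1 integrated replicate 1 (0.996) and without HPRT1R episome replicate 1 (0.974). The cause was not tested, but the ratio was within the spread of libraries in each case.

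Episome over integrated kept its direction under all 25 alternatives (1.06 to 1.42) and lost the threshold under 12 of them. Exact permutation p was 0.0571 with merged peaks (1.11), with total peaks over total length (1.09) and with the median of windows (1.08). It was 0.171 on the forward strand (1.07), 0.114 on the reverse strand (1.11) and 0.0556 when permuted within a locus (1.09), the smallest p that this permutation can give. Leaving out libraries gave 1.06 to 1.11, and the threshold was lost without HPRT1R episome replicate 1 (1.06), HPRT1 integrated replicate 1 (1.08) or 2 (1.10), or HPRT1R integrated replicate 1 (1.08) or 2 (1.10). The test has little room, because its smallest p is 0.0286 with all libraries. For other losses of the threshold, the cause was not tested.

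Replicate numbers did not pair the samples. Deviations of same-numbered libraries, over 1284 native regions, correlated between −0.0724 and 0.0171 for the 6 pairs of groups. With the replicate number as a block, HPRT1R over HPRT1 was 1.02 (exact permutation p = 0.875) and episome over integrated was 1.09 (exact permutation p = 0.125, the smallest that the block allows).

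Shares depended on the overlap required. With at least 50% reciprocal overlap, replicates shared 61.9% and contexts 56.0% of locus peaks, and with 5′ ends within 50 bp 52.2% and 45.1%. These criteria are stricter by construction. Leaving out libraries gave 68.4% to 72.1% between contexts.

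The central to outer ratio stayed below 1 over both loci under all 21 alternatives (0.812 to 0.982). It passed the threshold with a minimum −log10 q of 20 (0.825, exact permutation p = 0.0469), for peaks also called in the other replicate (0.813, 0.0234) and for peaks wider than 200 bp (0.812, 0.0156), settings that each leave out part of the peaks. Other settings that leave out peaks brought it close to 1, at 0.982 with a minimum fold of 4 (0.773) and 0.974 on the reverse strand (0.758). On the forward strand it was 0.815 (0.0703). Leaving out libraries gave 0.836 to 0.925, with the threshold passed only without HPRT1 episome replicate 1 (0.836, 0.0313). For HPRT1 alone the ratio reversed to 1.04 on the reverse strand, whereas it was 0.752 on the forward strand. The cause was not tested.

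The difference in forward share kept its direction under all 17 alternatives (−6.92 to −1.93 points) and its threshold under 16. It was largest with a minimum fold of 4 (−6.92), for peaks also called in the other replicate (−6.31) and for peaks wider than 200 bp (−6.23). With the common minimum height it was −1.93 points (exact permutation p = 0.0859), and leaving out libraries gave −4.22 to −3.02 points.

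Mirrored coincidence rose to 35.8% at a distance of 500 bp and to 51.7% with regions called in at least 1 library, as wider criteria would give. It dropped to 5.66% on the same strand, where the rotation median was 7.55% and 131 of 1000 rotations were lower. On the opposite strand, with the same rotation median, it was 17.0%. There 966 of 1000 rotations were lower, the highest standing of the 9 settings examined. The narrower criterion alone thus does not give the drop on the same strand. Genes with a start peak made up 37.1% from 200 bp upstream to the start codon, 38.0% and 34.5% with a minimum −log10 q of 5 and 20, 27.4% with a fold of at least 4 and 37.6% with the common minimum height, each of which removes peaks. Native regions of a single context numbered 14 with a fold of at least 4, and 38 to 52 when a library was left out, since fewer libraries then have to agree.

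Depth limits these results through the lowest pileup called, which was 61 to 75 forward reads and 93 to 125 reverse reads. Sites with fewer reads were not called, so the absence of a peak from a list does not show that the site was unused.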

Other observations

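In this part, the tests on the local background by context, on peaks lost with spliced reads, on the first exon of ACT1, on repeated sequence and on LEU2, and the density of peaks above the 90th percentile, were chosen after the values had been seen, as was the common minimum height.

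The higher peak density of the locus was tested against features of peak calling. A low local background in the locus may let weaker peaks be called. In episome libraries the mean background under locus peaks was 1.92 times that under native peaks (1.56 to 2.38) and the ratio of medians was 2.74 to 3.96, which argues against this explanation there. In integrated libraries the ratio of medians was 1 to 1.44, but the ratio of means was 0.666 (0.560 to 0.736), so that medians and means did not give the same answer. A background above the genome-wide level lay under 38.9% to 69.9% of locus peaks and 19.8% to 22.0% of native peaks in these libraries, which goes against a lower background in the locus. Background is known only where a peak was called, so native peaks masked by strong neighbours stay open as part of the cause in these libraries. Weak peaks near the calling limit were not the whole cause. Counting only peaks taller than the median native peak, relative density was at least 3.15 in all 8 libraries. Among the tallest peaks this did not hold throughout. Above the 90th percentile of native height, it was 0.712 and 0.666 in the HPRT1R integrated libraries, which had 2 such locus peaks each, and 2.14 to 9.77 in the other 6.

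The native genome consists largely of genes, so that less sequence may be open to initiation. Sequence outside annotated genes made up 26.5% of the nuclear genome and held 76.9 ± 3.17 peaks per 100 kb (SD, n = 8), compared with 7.40 ± 0.544 inside genes. The locus was 1.22 ± 0.0716 times as dense as sequence outside genes, above 1 in 8 of 8 libraries (1.12 to 1.37; exact two-sided sign permutation, p = 0.00781, the smallest possible). Each library carries HPRT1 or HPRT1R, so this p-value covers the spread between libraries and not that between sequences. For these loci an excess over sequence outside genes thus remained, which argues against gene content as the whole cause for them. Whether it exceeds the spread between sequences of this length was not tested. Most of the difference from the genome average disappeared. A candidate explanation for that part is the amount of sequence between genes, where native promoters also lie.

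Genes with an intron near their start had few start peaks. Among ribosomal protein genes, 5.81 ± 2.55% of 71 genes with an intron within 50 bp after the start codon had a start peak, compared with 87.8 ± 2.96% of 44 genes without an intron (SD over 8 libraries). Counting genes with a start peak in at least 1 library, Fisher's exact two-sided test over these genes gave p = 1.46e-13, where genes are not independent replicates. The 17 ribosomal protein genes with a later intron were at 22.1%. Of other genes, 20.6% of 104 with an early intron, 39.9% of 126 with a later intron and 40.1% of 5640 without an intron had a start peak. This is consistent with the loss of reads that cross a splice junction, since the aligner used does not split reads. For ACT1 the first coding exon is 10 bp long, but its untranslated sequence was not in the annotation used. Whether reads from its start reach the intron cannot be told apart from other causes of a missing peak. Loss of spliced reads was not the whole cause of the higher density of the locus. With 1 peak added for each early-intron gene without one, relative density was 3.34 ± 0.219 (SD, n = 8) and at least 3.10 in all libraries.

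More peaks were called on the forward strand, although fewer reads lay on it. The 10 tallest peaks held 37.9 ± 0.955% of reverse reads and 29.9 ± 1.88% of forward reads (SD, n = 8). The lowest height called over the genome-wide background was on average 14.1 RPM on the reverse and 9.10 RPM on the forward strand. With a common minimum height of 14.6 RPM, the native forward share moved from 54.7% to 51.5% (50.5% to 52.3%), while 50.3% of genes lie on the forward strand. The unequal calling limit may thus make up much of the forward excess. All 8 libraries stayed above 50%, and the remainder is open. The difference between the locus and native shares shrank to −1.93 points at the common height but grew to −6.92 points with a minimum fold of 4, which does not equalise the limit between strands. How much of the difference comes from the unequal limit is open.

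Of native peaks, 42.8 ± 2.75% were exactly 200 bp wide, which a single dominant read position gives. They were also called in the other replicate in 39.8% of cases, compared with 87.7% for wider peaks. Among peaks of similar height the difference was −21.3 percentage points on average over libraries (−33.1 to −8.94). This is consistent with stacks of amplified reads from few molecules, since duplicates were kept. Start sites confined to 1 base remain open as another source, and no biological explanation was tested.

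The 24 native regions called in a single context exceeded the count of all other splits of the 8 libraries. Of the 35 splits only 1, the real one, gave as many, and the highest other split gave 21, so that chance was excluded at 0.05 for all regions together. Reads shared between repeated sequence copies may account for 5 of the 24, all in integrated libraries and near the right ends of chromosomes IV, V, VII and XII. Of the remaining 19, the episome region at LEU2 is a separate case. The strain lacks LEU2 and the vector carries it, so reads of the LEU2 copy on the vector are a candidate source, and 0 of 4 integrated libraries had a start peak there. The vector sequence was not used here, and the vector is confounded with context and medium, so this was not settled. The other 18 were mostly unique in the nuclear genome, which argues against reads shared between native copies there. Without LEU2, 23 regions were left and 1 of the 35 splits, the real one, gave as many, with 21 in the highest other split, so that chance was again excluded. Without repeats, 19 regions were left, or 18 when LEU2 was also left out. In both cases 3 of the 35 splits gave as many regions, with 20 in the highest other split, and chance could not be excluded. Several of the episome regions lie at genes of vitamin or amino acid synthesis, such as SNZ1, SNO1 and ARG1, which may respond to the medium. With context and medium changing together this was not tested. A reverse-strand region next to the left end of the insertion, at XI 145916–146282, was among the 14 regions of integrated libraries (median fold 5.29). It was called in 4 of 4 integrated and 0 of 4 episome libraries.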
